A study of Mus musculus with 12 samples.

How the data were processed

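Polyadenylated RNA was sequenced from 12 cultures of MOC2 cells, 3 for each of 4 groups, from stranded libraries, per the labels' protocols. The authors deposited 1 table of whole read counts per gene, not normalized, and the column names record paired reads from a single lane. The aligner, the counting program, the genome build and the annotation release were not stated, nor whether strand was used in counting. Each column was matched to a sample by the sample description in the labels, and groups and replicate numbers came from the sample titles and treatment labels. The table has 55423 rows: 55421 Ensembl genes, 3995 of them without a symbol, and 2 rows added by the authors for gfp and dngfr sequences, which were left out of library sizes and of the gene tests. Genes without a symbol held at most 0.102% of the counts of a library. The table had 0 columns of other samples.

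Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 4 groups (minimum count 10), which left 18108 of the 35104 genes with any count. Libraries were scaled by trimmed mean of M values (factors from 0.890 to 1.15), and 1 quasi-likelihood model with a mean per group and no covariate was fitted to all 12 libraries, so that the groups shared an estimate of spread (common dispersion 0.00956). The 5 comparisons planned were paclitaxel against DMSO within each EV label, EV-deficient against EV-proficient within each treatment, and the interaction. Averages of the paclitaxel effects and of the EV-status effects were added after the data were seen. P-values were adjusted by the Benjamini-Hochberg method over the genes of a comparison, with a threshold of 0.05. Fold changes are log2, standard errors were computed as the fold change divided by the square root of the F statistic, and CPM values use the scaled library sizes. A group whose libraries all had at most 3 counts was treated as at the floor, and a fold change against it was given as a lower bound. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

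The comparisons, the tests, 9 gene lists (259 members, 250 tested) and the rule for naming genes were fixed before the data were examined. The lists were G2/M and mitosis, DNA replication, p53 targets, chemokines and cytokines, secreted matrix and growth factors of the senescence-associated secretory phenotype, interferon-stimulated genes, MHC class I presentation, EV biogenesis and release, and tubulins. They were tested with camera of limma 3.58.1, adjusted over the 45 tests. Named genes were, per comparison, the 3 highest and the 3 lowest log2 fold changes among genes past the threshold with a mean of at least 5 CPM, groups that did not overlap (within a simple comparison) and a symbol that is not a clone name; at most 3 members per list; and 13 fixed genes of senescence and vesicle release. Principal components used log2 CPM with a prior count of 2.

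Replicates of a group were compared before they were averaged. A chi-square statistic over genes, divided by its degrees of freedom, lay between 4.49 and 31.3 for the 12 pairs, so no pair agreed within sampling noise. The alternatives were median-of-ratios and upper-quartile scaling, no low-count filter, a filter of 1 CPM in 3 libraries, DESeq2 1.42.0, limma-voom, the replicate number as a block, only the groups compared, and leaving out each library in turn; for lists also fry and an estimated correlation. Upper-quartile scaling for the lists was added after the data were seen. The list tests were first tested on simulated lists of which a single one was shifted. Their genes were drawn independently, so this could not show how the tests behave when members are correlated. The gene tests were first tested on simulated counts drawn from the real genes' means and library sizes. In them 200 genes were changed 1.5-fold to 4-fold in 1 group. There edgeR recovered 70.6% of the 194 changed genes among the 17456 that passed its filter, with 9 false calls. DESeq2 recovered 70.0% of 200 among 18108 genes, with 17 false calls. The paclitaxel comparisons of the data called 10538 and 11396 genes, far more than 200, so these rates may not hold there.

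A GENCODE M21 mouse annotation was used for which genes neighbour each other and for transcript GC content and length (99.8% of the tested genes had both). It may not be the build the authors used, so no coordinates are given. Other splits of the libraries were counted over all 10 splits of 6 libraries, or over 100 drawn with a fixed seed where there were more.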

Results

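RNA was sequenced from MOC2 cells, a mouse oral squamous cell carcinoma line, carrying 2 EV-status labels. Extracellular vesicles (EVs) are membrane particles that cells shed, and the study's question was what the vesicles released by senescent tumour cells contribute to the signals those cells send. One derivative of the line was labelled EV-proficient. In the other, labelled EV-deficient, vesicle release was blocked genetically, and the labels do not name the gene. Each derivative was sampled without drug (controls by title, with DMSO as the treatment in their labels) and after 600 nM paclitaxel for 48 h, a microtubule-stabilising drug used to induce senescence. The 4 groups held 3 libraries each, 12 in all, in a 2 by 2 design. The deposited table gave whole read counts for 55421 Ensembl genes. Library totals ran from 23263472 counts (EV-proficient paclitaxel replicate 3) to 62955757 (EV-deficient DMSO replicate 1). A floor of 3 counts corresponded to between 0.0477 and 0.129 CPM (counts scaled to library size) when the library totals were used unscaled. The CPM values below use the scaled library sizes, on which this floor differs somewhat. After the low-count filter 18108 genes were tested. All groups below are named as the deposited labels name them.

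The first principal component of log2 CPM held 54.1% of the variance and separated the 6 paclitaxel libraries from the 6 DMSO libraries. The second component held 16.4%. On it, the EV-proficient DMSO libraries (27.2 to 36.5) lay on the same side as the EV-deficient paclitaxel libraries (34.2 to 43.5). The EV-deficient DMSO libraries (-24.7 to -20.5) lay on the other side with the EV-proficient paclitaxel libraries (-64.6 to -37.9). EV-proficient paclitaxel replicate 3, the library with the lowest total, lay farthest from the rest of its group on this component. The share of counts on mitochondrial genes was 0.653% ± 0.090 (SD, n = 3) in EV-proficient DMSO and 0.644% ± 0.076 (SD, n = 3) in EV-deficient DMSO libraries. It was 0.878% ± 0.031 (SD, n = 3) and 1.27% ± 0.19 (SD, n = 3) in the corresponding paclitaxel libraries.

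**Figure D1:**
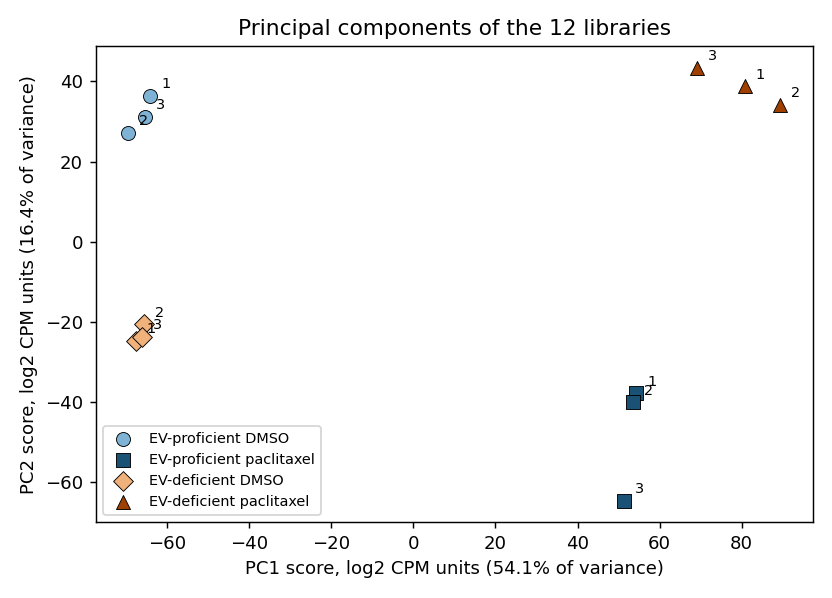
Principal component scores of the 12 libraries from log2 CPM of the 18108 tested genes, with replicate numbers beside the points. PC1 (54.1% of the variance) separates the treatments, and PC2 (16.4%) places the EV-proficient DMSO and EV-deficient paclitaxel libraries above 0 and the other 6 libraries below 0.

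Because the blocked gene was not named, 6 genes of vesicle formation and release had been fixed for reporting whatever their values. The RNA of none of them was lost in the libraries labelled EV-deficient. A genetic block need not lower the RNA of its gene, so these levels cannot exclude any of the 6 as the gene blocked. Rab27a was at 5.2 ± 0.65 CPM in EV-proficient and 5.21 ± 0.15 CPM in EV-deficient DMSO libraries (SD, n = 3 each), and at 4.96 ± 0.20 and 4.65 ± 0.13 CPM under paclitaxel. Its difference between EV labels did not pass the threshold under either treatment. Under DMSO, Smpd3 was lower in the libraries labelled EV-deficient (log2 fold change -0.74 ± 0.23 SE, edgeR quasi-likelihood adjusted p 0.022), a call that limma-voom and 4 of the 6 fits with 1 library left out did not make (-0.53 without EV-deficient DMSO replicate 1). Under paclitaxel, Rab27b was higher there (0.23 ± 0.08 SE, edgeR quasi-likelihood adjusted p 0.034), also not called in 4 of the 6 such fits (0.17 without EV-deficient paclitaxel replicate 3), nor without the low-count filter or with only the paclitaxel groups. Tsg101, Pdcd6ip and Cd63 differed by less than the test could separate from replicate spread, with log2 fold changes between EV labels from -0.09 (Tsg101 under DMSO) to 0.10 (Cd63 under paclitaxel). With upper-quartile scaling, Tsg101 (0.16) and Cd63 (0.19) passed the threshold under paclitaxel, and a fit of the DMSO groups alone called Tsg101 (-0.13).

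The effect of paclitaxel was compared with DMSO within each EV label. In the cells labelled EV-proficient, 10538 of the 18108 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 5638 higher and 4900 lower under the drug, and 3966 of them changed at least 2-fold. In the cells labelled EV-deficient, 11396 genes passed, 5873 higher and 5523 lower, and 4572 changed at least 2-fold. A stricter filter of 1 CPM in 3 libraries, which tested fewer genes, gave the lowest counts of any alternative that kept all libraries, 9577 and 9991. Averaged over both EV labels, a contrast chosen after the data were seen, 12388 genes passed (6715 higher, 5673 lower).

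Of the genes singled out by size of change, those that rose most in the cells labelled EV-proficient were Pgm5 (log2 fold change 7.67 ± 0.35 SE), Lcn2 (6.36 ± 0.17 SE) and Tmem252 (5.72 ± 0.33 SE). Lcn2 (ENSMUSG00000026822) went from 0.579 ± 0.215 to 46.6 ± 1.8 CPM (SD, n = 3 each), and in the cells labelled EV-deficient from 0.544 ± 0.178 to 81.5 ± 11.4 CPM. Angptl4 (-4.30 ± 0.20 SE), Rftn1 (-4.07 ± 0.17 SE) and Lmo1 (-3.49 ± 0.15 SE) fell most. The means of these 3 genes did not fall in the cells labelled EV-deficient. There they went from 7.12 ± 0.61 to 9.55 ± 3.23 CPM (Angptl4), from 2.64 ± 0.22 to 6.11 ± 0.58 (Rftn1) and from 2.42 ± 0.51 to 19.3 ± 1.5 (Lmo1; SD, n = 3 each). In the cells labelled EV-deficient, the interferon-inducible genes Iigp1 and Ifi44 were at or under 3 counts in every DMSO library. Iigp1 (ENSMUSG00000054072) was at least 173-fold higher under paclitaxel and Ifi44 (ENSMUSG00000028037) at least 391-fold higher, while Ifit3 rose by 7.76 ± 0.39 (log2, SE). Iigp1 and Ifit3 have close relatives in the genome, and how the authors' counting divided shared reads was not stated. The largest falls there were Krt6a (-6.98 ± 0.12 SE), Cpa4 (-5.77 ± 0.27 SE) and Edn2 (-5.54 ± 0.21 SE). Krt6a (ENSMUSG00000058354), which also has a close relative, fell from 318 ± 18 to 2.48 ± 0.67 CPM (SD, n = 3 each). In the cells labelled EV-proficient, mean CPM of Krt6a (42.0 to 15.5) and Cpa4 (12.5 to 3.54) also fell under paclitaxel, while that of Edn2 rose (4.39 to 9.28). The largest edgeR adjusted p of the 12 changes singled out was 1.40e-11, that of Iigp1. By the rule for naming genes, the 3 libraries of one group did not overlap the 3 of the other in these 12.

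Among 7 genes fixed as senescence markers, 6 moved in one direction in both derivatives. Cdkn2a rose by 0.91 ± 0.11 (log2, SE) in the cells labelled EV-proficient and 0.41 ± 0.11 in those labelled EV-deficient, Cdkn2b by 1.68 ± 0.11 and 1.06 ± 0.10, and Glb1 by 0.67 ± 0.09 and 1.09 ± 0.09. Lmnb1 changed by -0.60 ± 0.06 and -0.94 ± 0.06, Mki67 by -0.43 ± 0.09 and -0.51 ± 0.09, and Trp53 by -0.49 ± 0.11 and -0.41 ± 0.10. The fall of Trp53 in the cells labelled EV-deficient was not called under upper-quartile scaling (-0.22). Cdkn1a (ENSMUSG00000023067) went opposite ways. It rose from 39.0 ± 2.8 to 52.3 ± 3.7 CPM in the cells labelled EV-proficient (log2 0.43 ± 0.10 SE, edgeR adjusted p 6.3e-04) and fell from 40.6 ± 2.6 to 30.6 ± 4.8 CPM in those labelled EV-deficient (-0.41 ± 0.10 SE, edgeR adjusted p 8.2e-04; SD, n = 3 each for the CPM values). The difference of its paclitaxel effects was -0.83 ± 0.14 (log2, SE; edgeR adjusted p for the interaction 3.7e-05).

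Whether the response to paclitaxel depended on EV status was tested as the interaction, the paclitaxel effect in cells labelled EV-deficient minus that in cells labelled EV-proficient. It passed the threshold for 7370 genes, 3052 positive and 4318 negative. Of these, 2526 differed at least 2-fold, 1420 positive and 1106 negative. Upper-quartile scaling, which moved the median interaction of all genes by 0.12 (log2), called 7107 genes, of which 53.9% were positive against 41.4% in the main test. Across the 18108 genes the paclitaxel effects of both derivatives had a Pearson correlation of 0.54 (Spearman 0.54), and genes are not independent replicates. Without the low-count filter the Pearson correlation was 0.25. With the filter, 100 splits of the EV labels within the treatments had a median correlation of 0.834. The deposited split gave the lowest value and the next lowest was 0.675, so the effects correlated less between the derivatives than between the other splits drawn. An exchange of the EV labels in 1 treatment was not among them. Of the 8066 genes called in both derivatives, 6783 changed in one direction in both. The largest positive interactions among the genes singled out were those of Lmo1 (6.48 ± 0.20 SE), Ebf3 (6.395 ± 0.382 SE) and Hoxb9 (5.45 ± 0.14 SE), and the largest negative ones those of Plac8 (-8.01 ± 0.14 SE), Peg10 (-7.17 ± 0.28 SE) and Nectin4 (-7.02 ± 0.34 SE). The largest edgeR adjusted p of these 6 interactions was 1.85e-11, that of Ebf3.

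Comparing EV labels within each treatment addresses what blocking vesicle release changed. Each EV label was carried by a single derivative line, so the EV label and any other difference between the lines are confounded here and in the interaction. Under DMSO, 4162 genes differed between the labels, 2242 higher and 1920 lower in the libraries labelled EV-deficient. A fit of only the DMSO groups gave the highest count, 5697, and the lowest was 2980, without EV-deficient DMSO replicate 1. The share of higher genes, 53.9%, was 48.2% with median-of-ratios scaling, 47.1% with upper-quartile scaling and 64.1% without the low-count filter, so the balance of directions depends on these choices. Under paclitaxel 6853 genes differed, 2903 higher and 3950 lower. Among those that differed at least 2-fold, 1112 were higher and 460 lower. With upper-quartile scaling 58.2% of the genes called were higher, so this balance also depends on the scaling and on the size of change. Degs2 (4.45 ± 0.18 SE), Plac8 (4.11 ± 0.10 SE) and Peg10 (3.94 ± 0.21 SE) were the highest and Lmo1 (-3.47 ± 0.14 SE), Ebf3 (-3.38 ± 0.27 SE) and Dmbx1 (-2.79 ± 0.19 SE) the lowest of the genes singled out in the libraries labelled EV-deficient under DMSO. Under paclitaxel they were Ccl2 (3.55 ± 0.26 SE), Iigp1 (3.13 ± 0.31 SE) and Hoxb7 (3.08 ± 0.21 SE), and Qrfp (-4.49 ± 0.24 SE), Plac8 (-3.90 ± 0.10 SE) and Nectin4 (-3.69 ± 0.23 SE). The largest edgeR adjusted p of these 12 differences was 2.40e-07, that of Iigp1 under paclitaxel.

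The differences between EV labels mostly had opposite signs under the 2 treatments, and 5955 of the 18108 tested genes (32.9%) had the same sign under both. Across all tested genes the EV-status effects under DMSO and under paclitaxel, which share no library, had a Pearson correlation of -0.40 (Spearman -0.38). It was -0.0778 without the low-count filter and from -0.353 to -0.232 with 1 library left out. Over the 9544 genes at a log2 CPM of 3 or more it was -0.72, and 26.0% of these genes had the same sign. Of the 4162 genes called under DMSO, 11.3% did. Of the 2834 genes called under both treatments, 112 kept their sign (3.95%) and the Pearson correlation was -0.90. Plac8 (ENSMUSG00000029322), for example, was at 3.60 ± 0.28 CPM in EV-proficient DMSO, 51.0 ± 3.0 in EV-proficient paclitaxel, 62.1 ± 6.9 in EV-deficient DMSO and 3.42 ± 0.12 CPM in EV-deficient paclitaxel libraries (SD, n = 3 each). Averaged over both treatments, a contrast chosen after the data were seen, the EV-status effect passed the threshold for 1739 genes, 617 higher and 1122 lower, and this count fell to 926 without EV-proficient DMSO replicate 2. The share of higher genes among those called was 35.5%, but 56.6% under upper-quartile scaling, so the balance of directions depends on the scaling. Every direction drawn between the EV labels therefore holds for the libraries as labelled and for one treatment at a time.

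**Figure D2:**
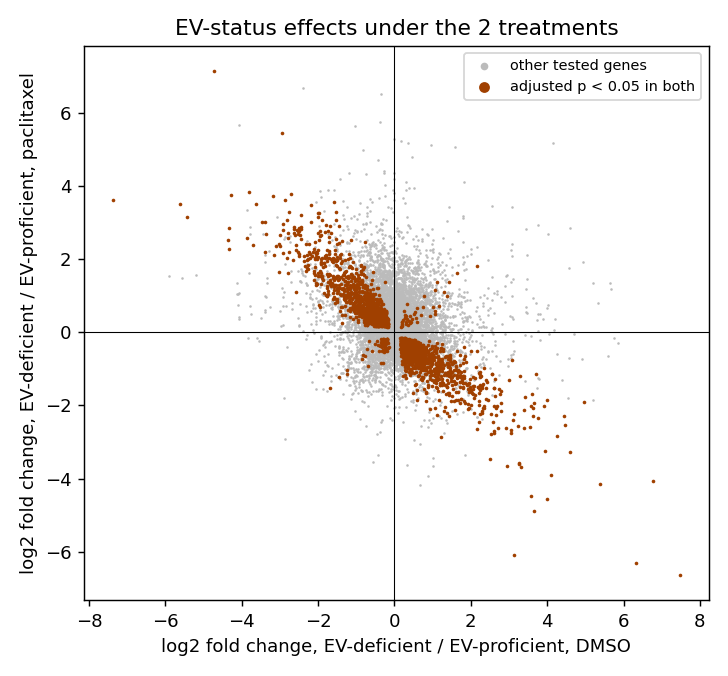
Log2 fold change between EV labels under DMSO (x axis) and under paclitaxel (y axis), one point per tested gene, as labelled in the deposited table. The 2834 genes with an adjusted p under 0.05 on both axes are coloured, and 112 of them lie in the quadrants where both effects have one sign.

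**Figure D3:**
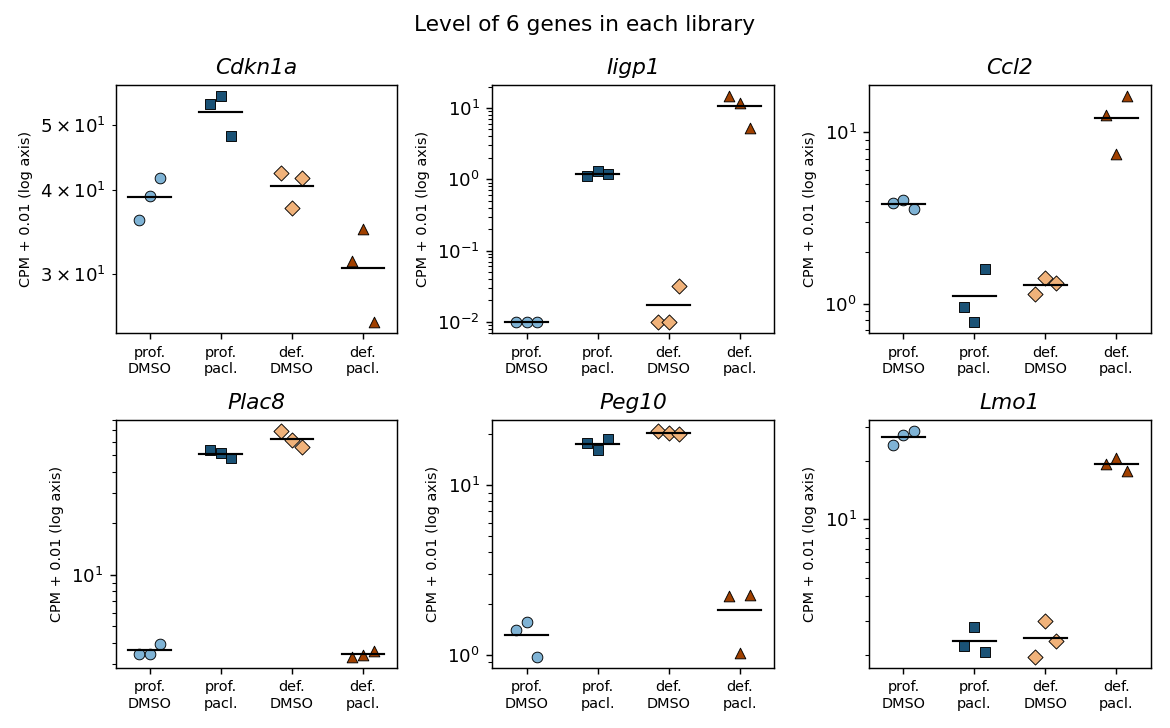
Level of 6 of the named genes in each library, in CPM plus 0.01 on log axes that differ between panels; points are the 3 libraries of a group and bars their mean. Plac8 and Peg10 are high in EV-proficient paclitaxel and EV-deficient DMSO libraries, Lmo1 in the other groups, and Cdkn1a rises under paclitaxel in the cells labelled EV-proficient and falls in those labelled EV-deficient.

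The 9 gene lists were tested as sets in the 5 planned contrasts with camera at a preset inter-gene correlation of 0.01. Of the 45 tests, 25 had an adjusted p under 0.05. Of these, 23 also passed under fry, which called 37 in all, and none with the correlation estimated per list, where 0 of the 45 passed after adjustment and 8 had an unadjusted p under 0.05. Other splits of the libraries also called several lists, and 29 of 100 splits of the EV labels called as many as the 5 of the interaction, so the calls are given with their effect sizes and member counts.

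Interferon-stimulated genes changed most. Their median log2 fold change under paclitaxel was 2.54 in the cells labelled EV-proficient (camera adjusted p 9.8e-18) and 4.51 in those labelled EV-deficient (camera adjusted p 4.6e-35). In both, 32 of the 33 tested members were higher and 1 lower over all genes tested, and 33 were called when adjusted over the list alone. Setting groups at or under 3 counts to the floor left both medians as they were. The interaction median was 1.43, or 1.62 with such groups at the floor, with 24 members higher and 1 lower. MHC class I presentation genes had medians of 0.81 and 0.98, and of their 22 members 14 were higher and 4 lower, and 16 higher and 4 lower. The DNA replication list had medians of -0.60 and -1.25, with 27 and 30 of 30 members lower. The G2/M and mitosis list had a median of -0.15, not called (camera adjusted p 0.17), in the cells labelled EV-proficient and -0.50 in those labelled EV-deficient, where 28 of 30 members were lower. Chemokines and cytokines had medians of 0.25, not called, and 1.497, called, with 12 of 28 members higher and 7 lower, and 21 higher and 3 lower. The interaction test called all 5 of these lists, with medians of 0.32 (MHC class I, 10 members higher and 1 lower), -0.58 (DNA replication, 24 lower), -0.35 (G2/M and mitosis, 21 lower) and 0.96 (chemokines and cytokines, 14 higher and 7 lower) besides the interferon list. The tubulin list had a median of -0.54 in the cells labelled EV-proficient, called, with 2 of 12 members higher and 8 lower, and -0.40 in those labelled EV-deficient, not called, and its interaction was not called. Secreted matrix and growth factors of the senescence-associated secretory phenotype had medians of 0.37 and 0.37, of which the first was called (camera adjusted p 0.048, 18 of 29 members higher and 9 lower), and 4 of the 12 fits that each left out 1 library did not call it, such as the fit without EV-proficient DMSO replicate 1 (0.49). With camera the p53 target list was called in none of the 5 contrasts, and neither was the EV biogenesis and release list under paclitaxel against DMSO. Of the lists given above as not called, fry called G2/M and mitosis and chemokines and cytokines in the cells labelled EV-proficient, tubulins and secreted matrix factors in those labelled EV-deficient, and the tubulin interaction. The fry test called the p53 list in 4 of the 5 contrasts, all but the EV labels under paclitaxel, and the EV list for paclitaxel in the cells labelled EV-deficient. For the latter, camera gave an adjusted p of 0.0509 at a median of 0.19, and 4 of the 12 fits that each left out 1 library called it, such as the fit without EV-deficient paclitaxel replicate 3 (0.20). Adjusted over the list alone, 19 of the 28 p53 targets and 23 and 28 of the 38 EV genes were called in the paclitaxel contrasts, against 19 and 18 p53 targets and 23 and 28 EV genes over all genes tested.

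Between the EV labels under DMSO, 5 lists were called, with members going both ways in 4 of them. DNA replication had a median of 0.17, with 8 of 30 members higher. Chemokines and cytokines had -0.17, or -0.21 with groups at the floor, with 6 of 28 higher and 11 lower. Interferon-stimulated genes had -0.21, or -0.33 with groups at the floor, with 1 of 33 higher and 9 lower. EV biogenesis and release had -0.09, with 5 of 38 higher and 13 lower, and tubulins -0.08, with 3 of 12 higher and 4 lower. Of these, DNA replication and interferon-stimulated genes did not pass under fry. Under paclitaxel 5 lists were called, with medians of 1.25 (interferon-stimulated genes, 31 of 33 members higher and 1 lower), 0.69 (chemokines and cytokines, 13 higher and 6 lower), 0.32 (MHC class I, 14 higher and 1 lower), -0.46 (DNA replication, 25 lower) and -0.36 (G2/M and mitosis, 23 lower). The interferon, chemokine and DNA replication lists, called under both treatments, had medians of opposite sign under DMSO and paclitaxel. Members of the tubulin, Oas, Ifit and H2 families share sequence, and how shared reads were counted was not stated.

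**Figure D4:**
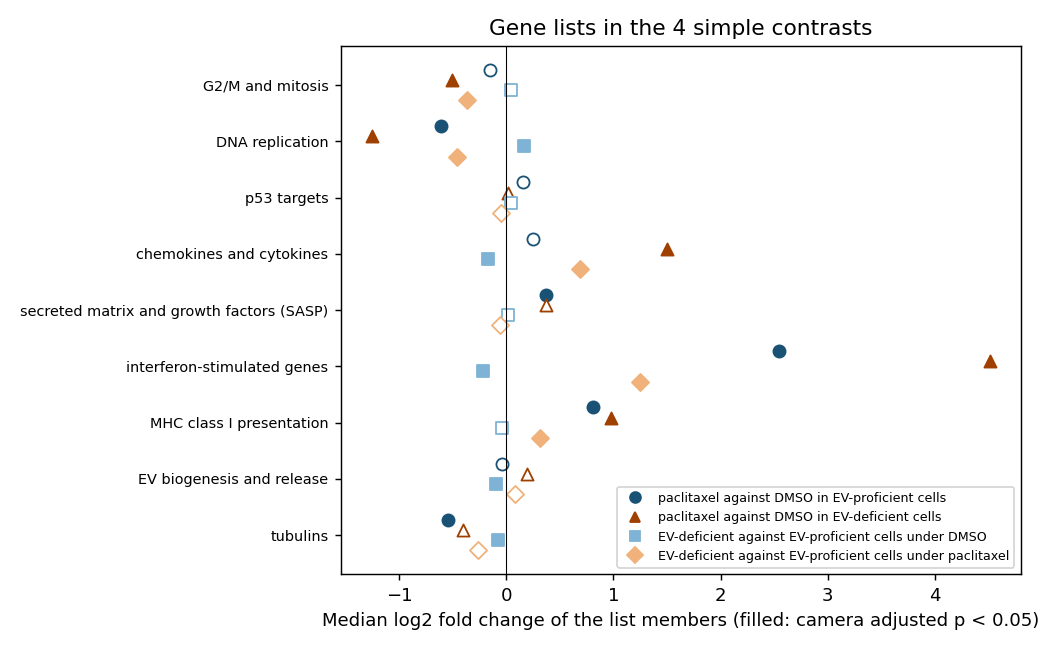
Median log2 fold change of the tested members of 9 gene lists (x axis) in the 4 simple contrasts, with filled symbols where the camera adjusted p is under 0.05. Interferon-stimulated genes reach 2.54 and 4.51 under paclitaxel; the sign of the near-zero medians of the p53, secreted matrix and EV lists changes under upper-quartile scaling in 1 or more contrasts.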

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

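Of the tests below, those of thinned depth, of GC content and length, and of other splits of the libraries were chosen before the result was seen. Those of exchanged labels, mixed lines, a single library, scaling and the dNGFR row were chosen after it was seen.

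The paclitaxel effect differed between the EV labels for 7370 genes by the interaction test. None of the other 99 of 100 splits of the EV labels within the treatments called as many (highest 2613), so 1 of 100 did, the deposited one. The correlation of the EV-status effects was as far from 0 in 1 of 100 such splits (largest size among the others 0.306), again the deposited one. The split that exchanges the EV labels in 1 treatment was not among the 100 drawn. It would only reverse the sign of this correlation, so this share does not bear on an exchange. The tables argue against several technical sources of the opposite signs. With every library thinned to the smallest total, 23263472 counts, the correlation of the EV-status effects was -0.45, and 6358 genes were called, which counts against depth. With each library's GC and length trend removed, a correction that moved the interaction by a median of 0.208 (log2, absolute), it was -0.39, with 7742 genes called. Upper-quartile scaling called 7107, a count that does not test the signs. Scaling moves all genes of a comparison by about the same amount. The correlation under it (-0.401) was therefore nearly fixed in advance and is no test of scaling. Leaving out a single library gave at most -0.232, without EV-proficient DMSO replicate 1. Lines mixed in some libraries would shrink the effects without turning their sign, and the correlation at a log2 CPM of 3 or more was -0.721.

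What stays open is an exchange of the EV-status labels in 1 treatment (a mislabelling), a biological dependence of the response on vesicle release, or another difference between the derivative lines, since each EV label was carried by a single line. The last 2 were not tested and are confounded. If the labels had been exchanged, stable differences between the derivatives would turn round between treatments. Of the 2834 genes called under both treatments, 112 had the same sign. The median EV-status effect was taken over 174 runs of 50 neighbouring genes, where a gain or loss of a chromosome segment in 1 derivative would show. Under DMSO 4 runs lay beyond the limit from 200 shuffles of gene order, and all 4 had the opposite sign under paclitaxel. Of these, 3 consecutive runs on a single chromosome had medians of -0.41, -0.34 and -0.41 under DMSO and 0.26, 0.25 and 0.35 under paclitaxel. The 4th run was at -0.17 under DMSO and 0.02 under paclitaxel, within the limit there. Under paclitaxel 20 runs lay beyond the limit, all of the opposite sign under DMSO, but only 3 of them were beyond it under DMSO, whereas a stable difference of a segment would be of similar size under both treatments. The negative correlation across genes by itself makes most runs opposite. A biological interaction could give the same signs, so for the genes as a whole an exchange and an interaction cannot be told apart by these values. An exchange remains a hypothesis found on these data. The data do not say in which treatment, and no library was regrouped. The paclitaxel effect averaged over both EV labels would be unaffected, while the interaction would become, in size, 2 times the average EV-status effect given here. The paclitaxel effects given within each EV label would then be comparisons between libraries of different derivatives.

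The interaction medians of 5 lists differed from 0 by camera: -0.35 for G2/M and mitosis, -0.58 for DNA replication, 0.96 for chemokines and cytokines, 1.43 for interferon-stimulated genes and 0.32 for MHC class I presentation. The number of lists is not set apart from other splits, since 29 of 100 splits called as many. An exchange of EV-status labels in 1 treatment would make the interaction, in size, 2 times the average EV-status effect. Camera and fry called 5 of these 5 lists in that average too, with medians of the average of -0.15, -0.16, 0.24, 0.51 and 0.14 in the order above. None of them passed there with an estimated correlation, as none did in the interaction. The members called in that average were 13 lower of 30, 14 lower of 30, 10 higher and 3 lower of 28, 14 higher of 33 and 3 higher of 22, so for MHC class I the test rests on few genes. Other splits were not counted for lists in the average, and they often called as many lists in the interaction. The list calls in the average therefore do not decide on an exchange. For the members called there, the differences argue against an exchange as their whole source. For the lists as a set an exchange, a biological dependence on vesicle release, and another difference between the lines stay open.

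Cdkn1a rose under paclitaxel in the cells labelled EV-proficient and fell in those labelled EV-deficient, an interaction of -0.83 (log2). Between the EV labels Cdkn1a differed by 0.06 under DMSO, not called, and by -0.78 under paclitaxel. An exchange of labels in 1 treatment would make its interaction, in size, 2 times its average EV-status effect, which was -0.36 ± 0.07 (log2, SE; edgeR adjusted p 0.00204). This argues against an exchange as the whole source. A dependence on vesicle release and another difference between the lines stay open, untested.

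The row the authors added for a dngfr sequence, which the report's comparisons do not use, held counts in every library, at least 93. It stood at 8.99 ± 3.23 CPM in EV-proficient DMSO, 3.24 ± 0.68 in EV-proficient paclitaxel, 2.15 ± 0.35 in EV-deficient DMSO and 10.9 ± 1.4 CPM in EV-deficient paclitaxel libraries (SD, n = 3 each). What the sequence marks is not stated in the labels. Its difference between EV labels was -2.07 under DMSO and 1.77 under paclitaxel (log2), and -0.15 averaged over both. Reads shared with the endogenous gene Ngfr would keep the ratio of both rows constant, but the highest group mean of this ratio was 3.13 times the lowest, which argues against that as the whole source. An exchange of EV-status labels in 1 treatment (average -0.15) and a response of the added sequence to treatment that differs between the derivatives both stay open, since both give such a turn.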

How the results depend on the processing

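Numbers of genes called in the planned comparisons stayed within 1.5 times their value for every alternative of scaling, filter, test, block, groups or libraries. They ran from 9577 to 10589 for paclitaxel in the cells labelled EV-proficient and from 9991 to 11578 in those labelled EV-deficient. For the EV labels they ran from 2980 to 5697 under DMSO and from 5500 to 7198 under paclitaxel. For the interaction they ran from 6560 to 7450. Outside these alternatives, thinned libraries gave 6358 interaction genes and the GC and length correction 7742. The average paclitaxel effect gave 10632 to 12878 genes. Upper-quartile scaling moved the share of higher genes from 53.9% to 47.1% for the EV labels under DMSO, from 51.5% to 63.4% for paclitaxel in the cells labelled EV-deficient, from 42.4% to 58.2% for the EV labels under paclitaxel, from 41.4% to 53.9% for the interaction and from 35.5% to 56.6% for the average EV-status effect. It moved the median of all genes by 0.18 (log2) in the comparison of paclitaxel in the cells labelled EV-deficient, and by 0.12 in the interaction and in the average paclitaxel effect.

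The average EV-status effect gave 1531 to 2216 genes with all libraries and from 926 to 2279 across the 12 fits that each left out 1 library. It was 926 without EV-proficient DMSO replicate 2, 1154 without replicate 3 of that group, and 1091, 928 and 1064 without EV-deficient DMSO replicates 1, 2 and 3. The other 7 fits, which include all those without a paclitaxel library, gave 1603 to 2279. The cause was not tested.

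The correlation of the paclitaxel effects was 0.25 without the low-count filter, 0.56 with 1 CPM in 3 libraries and from 0.480 to 0.528 with 1 library left out. That of the EV-status effects was -0.0778, -0.637 and from -0.353 to -0.232. The filters differ in how many low-count genes are tested (35104 without a filter, 13519 at 1 CPM), and the sign did not change in any of these fits. The camera test called 25 lists, 0 with an estimated correlation (8 of 45 with an unadjusted p under 0.05), 37 under fry and from 24 to 27 with 1 library left out. The cause was not tested.

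All reversals were of effects near 0. For Rab27a between EV labels under DMSO the log2 fold change was -0.0167 with median-of-ratios scaling, -0.0236 with upper-quartile scaling, -0.00573 at 1 CPM in 3 libraries, -0.0126 in DESeq2, -0.0253 with only the groups compared, and from -0.0634 to 0.110 with 1 library left out. Pdcd6ip gave 0.0417 without a filter and from -0.0217 to 0.0277 with 1 library left out under DMSO, and 0.0177 with upper-quartile scaling under paclitaxel. With upper-quartile scaling, list medians reversed to 0.0216 (EV list, paclitaxel in EV-proficient), -0.00852 (secreted matrix list, EV labels under DMSO), 0.0338 (same list, under paclitaxel), 0.0441 (p53 list, EV labels under paclitaxel) and 0.0542 (p53 list, interaction). Without a filter they reversed to -0.0227 (p53 list, paclitaxel in EV-deficient) and 0.00393 (MHC class I, EV labels under DMSO), and with median-of-ratios scaling to -0.00308 (secreted matrix list, EV labels under DMSO). With 1 library left out they ranged from -0.0140 to 0.0443 (p53 list, paclitaxel in EV-deficient), from -0.0453 to 0.0481 and from -0.0706 to 0.0201 (secreted matrix list, EV labels under DMSO and paclitaxel), and from -0.0782 to 0.0130 (MHC class I, EV labels under DMSO). The cause was not tested.

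Of the 186 results of named genes, 17 changed in some fit with 1 library left out, 7 with upper-quartile scaling, 7 with limma-voom, 4 without a filter and 3 with DESeq2. Replicate numbers did not pair the libraries: deviations from the group mean correlated from -0.0812 to 0.0970 between libraries of the same number and from -0.111 to 0.0903 between others. With the number as a block, 7386 genes were called in the interaction, and 1 named gene and 1 list changed their call. The lowest total, 23263472 counts, limits fold changes of genes near 3 counts, given as bounds.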

Other observations

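The tests of other splits below were chosen before the results were seen.

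Other splits of the same libraries were counted for each comparison. For the genes called, 1 of 10 splits of the 6 libraries gave as many, the deposited one, in each of the 4 simple comparisons. With 3 libraries against 3 this share cannot be under 0.1. For the paclitaxel effect averaged over both EV labels, 1 of 100 splits gave as many. The highest other count, 7370, came from exchanging the treatment labels in 1 derivative, where the average tests the deposited interaction. For the average EV-status effect 1 of the 100 splits drawn gave as many (highest other 1637). An exchange of the EV labels in 1 treatment was not drawn. There the average would test the interaction and call its 7370 genes, more than the 1739 of the deposited split. This share therefore says nothing about an exchange. For the number of lists called, 2 of 10 splits gave as many for paclitaxel in the cells labelled EV-proficient. For the EV labels it was 1 of 10 under DMSO and 4 of 10 under paclitaxel. For paclitaxel in the cells labelled EV-deficient 4 of 10 splits gave as many as the deposited one, which counted 6 lists here. The list tests above called 5 in that comparison, and the median of the other splits was also 5, so that number is not set apart from other splits. The correlation of the paclitaxel effects was as far from 0 in 2 of 100 splits of the treatment labels. Of these, 1 was the deposited split. The other exchanged the treatment labels in 1 derivative, which only reverses the sign of the deposited value (-0.537), so it is no separate regrouping.

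The row the authors added for a gfp sequence held 0 counts in all 12 libraries, which allows up to 3 counts in each. The averaged contrasts called 6 of the 9 lists for paclitaxel and 7 for EV status.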
